A study of Mus musculus with 6 samples. Its data were reported in "Epigenetic traits inscribed in chromatin accessibility in aged hematopoietic stem cells" (2022).

How the data were processed

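RNA-seq was performed on hematopoietic stem cells (HSCs) sorted from the bone marrow of C57BL/6 mice that were 10 weeks (young) or 20 months (aged) old. Cells were collected unstimulated (0 h) or 3 h and 12 h after the start of culture with the growth factors TPO, SCF and GM-CSF and the interleukins IL-11, IL-6 and IL-1. There was 1 library for each age and time, 6 in all, so no group had a replicate. No culture without cytokines was among the libraries, so the effect of cytokines and that of culture could not be separated.

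According to the labels and the methods of the study, RNA was amplified from low input with a SMARTer kit, and libraries were made with a NEBNext Ultra kit. Per the submitters' processing notes, reads were aligned to mm10 with TopHat2 2.0.13 and Bowtie2 2.1.0, and raw counts came from StringTie. The authors normalized the counts with DESeq2, and the methods of the study also name removal of batch effects without giving the batches. The deposited table holds this normalized signal, that is gene counts divided by a size factor per library, for 380 genes. These are the genes nearest to chromatin regions that the study found more open in aged HSCs (open DARs, differentially accessible regions), not the whole transcriptome. Whether strand was used in counting is not given in the sources used here, so overlapping and antisense genes could not be told apart.

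All values in each library were whole multiples of a single step (380 of 380, tolerance 0.01 reads), and dividing by it gave whole reads. The columns held only 35 to 51 low values each, which was too few for a count model to be based on these reads. They were used for counting intervals and as an alternative. The reads of these genes summed to between 139647 and 200353 per library. This is not the sequencing depth, because the table holds only part of each library. Ratios of 2 libraries were given exact Clopper-Pearson 95% intervals. These cover counting error only, since amplified reads are not independent molecules. Against a library with 0 reads, a ratio was given as a lower bound, with the floor set at 3 reads in that library. This bound leaves out the counting error of the other library, and the exact interval can reach lower.

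Values were transformed as log2(normalized count + 1), the offset the study also used, which understates the change of low genes. Genes with a mean of at least 10 over the 6 libraries were tested (196 genes). limma 3.58.1 in R 4.3.3 was fitted with age and time as additive factors (lmFit and eBayes, no trend), with two-sided tests and Benjamini-Hochberg adjustment at a threshold of 0.05. This leaves 2 residual degrees of freedom. The spread is the departure of age and time from additivity, so a gene whose response truly differs between ages has a larger error. The difference of a response between ages had no residual degree of freedom and is given as values only. The paired t-tests across genes in the study were not used, because genes are not replicates. The labels do not say how many mice gave each library, so p-values measure only the spread between these libraries. They also do not say whether the time points of an age came from separate sorts, and the study describes its plotted data as from a single experiment. The libraries of an age may therefore not be independent replicates, and a feature of a shared cell pool would count as an age effect.

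Gene lists were tested with camera (preset correlation 0.01) against the other tested genes, with an estimated correlation and with fry, a rotation test, beside it. Lists with at least 3 tested members were used. The lists were genes linked only to promoter, active enhancer, primed enhancer or inactive enhancer regions, genes higher or lower in aged unstimulated HSCs (all from the study, on other libraries), and lists from general knowledge for signalling regulators, interferon and innate immune response, transcription factors, mitochondrial and metabolic enzymes, RNA processing, platelet and megakaryocyte, lymphoid, myeloid, erythroid, neuronal, stromal and epithelial, and cytokine immediate response genes. Groups, tests, lists and the rule for named genes were fixed before the deposited table was examined. A few rows of a supplementary sheet with the same values had been seen before then. The rule names, per contrast, the 12 called genes with the largest change in each direction that had the same sign in every pair of libraries, up to 4 members of highest mean per list, and the 10 genes of mean at least 50 with the largest difference of the 3 h response between ages.

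The fit was tested on 50 simulated tables of 196 genes in which 20 genes were changed by each fold size. For age, 95.8% of 2-fold and 100% of 4-fold changes were recovered, with 2.2 false calls on average. For 3 h, 86.4% and 99.7% were recovered, with 2.28 false calls. All simulated genes had the same spread beyond counting error (0.224 log2) and strictly additive effects. In the real table the spread differed between genes (prior degrees of freedom 1.955), so these rates do not carry over to it. Gene positions were taken from GENCODE mouse release 21 (mm10), in which 376 of 380 symbols were found, 4 of them through a synonym. Alternatives were other offsets, filters and scalings, an intensity trend, no time covariate, and each library or time point left out. limma with voom weights on the recovered reads was added after seeing the data. Genes linked to STAT or ATF motifs were not analysed here. Python 3.11.15 and matplotlib 3.10.9 were used for tables and figures.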

Results

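Expression of 380 genes nearest to open DARs was measured by RNA-seq in young and aged HSCs at 0, 3 and 12 h after addition of a cytokine mixture. Each age and time had 1 library. Of the 380 genes, 112 were at 0 in all 6 libraries and 196 had a mean normalized count of at least 10. Genes above 0 numbered 207, 217 and 213 in young HSCs at 0, 3 and 12 h, and 223, 240 and 219 in aged HSCs. No single gene held more than 6.62% of the normalized total of these 380 genes in a library.

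The first comparison asked whether these genes were expressed higher in aged HSCs. Sbspon (chromosome 1, 15853862 to 15892722) had normalized counts of 49.1, 23.3 and 14.2 in young HSCs at 0, 3 and 12 h, against 1950, 334 and 673 in aged HSCs (log2 fold change 4.84 ± 0.40 SE, limma adjusted p = 0.022). Sdpr, a caveola component also called Cavin2 (chromosome 1, 51289126 to 51302960), was higher by 2.49 ± 0.18 log2. Aldh1a1, a retinaldehyde dehydrogenase, was higher by 1.57 ± 0.19 log2, with 1980 normalized counts in young and 4451 in aged HSCs at 0 h. Ptprk, a receptor tyrosine phosphatase, was higher by 3.22 ± 0.42 log2, and Wwtr1, the transcriptional cofactor TAZ, by 1.91 ± 0.24 log2. In all, 19 genes were higher and 1 was lower in aged HSCs among the 196 tested (limma, adjusted p under 0.05). The others named by the rule were Kcnb2, Igfbp7, Gabra4, Lrrn1, Tmem117, Fgf12, Tmem56, Farp1, Sfrp1, Pfkp, Oxr1 and Tacstd2. Igfbp7 had no read in young HSCs at 0 h. By the floor of 3 reads it was at least 28.3-fold higher in aged HSCs at that time, and the exact 95% lower bound was 22.4. Emilin2, an extracellular matrix glycoprotein (chromosome 17, 71252172 to 71311978), was the gene that was lower, by 1.06 ± 0.18 log2 units (adjusted p = 0.047).

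These calls depended on the scaling and on single libraries. They also take the time points of an age as its replicates, although these may share a pool of sorted cells. The authors' scaling put the median gene of this table higher in aged HSCs, and when the scaling was recomputed within the table, which sets that shift to about 0, 4 genes were called higher (Gabra4, Sbspon, Sdpr and Sfrp1) and none lower (limma, 33 and 15 at an unadjusted p under 0.05). The 16 other genes had limma adjusted p from 0.0513 to 0.0906, with folds and errors close to those above, such as 2.97 ± 0.44 log2 for Ptprk, 1.65 ± 0.24 log2 for Wwtr1, 1.31 ± 0.20 log2 for Aldh1a1 and -1.32 ± 0.20 log2 for Emilin2. Of these, Pfkp had the smallest, at 0.58 ± 0.13 log2 against 0.84 ± 0.13 log2 before. Among the 4 genes still called, Gabra4 rested on few reads, with 4, 0 and 0 in young HSCs at 0, 3 and 12 h. Without either library of 0 h or of 12 h no gene was called, and without either library of 3 h 8 were higher, each with 1 residual degree of freedom.

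Over the 196 genes, the median log2 ratio of aged to young was 0.26 at 0 h (95% order-statistic interval over genes 0.18 to 0.36), 0.26 at 3 h (0.15 to 0.37) and 0.16 at 12 h (0.08 to 0.23). At 0 h, 39 genes were at least 2-fold higher and 5 at least 2-fold lower in aged HSCs, against 35 and 3 at 3 h and 28 and 8 at 12 h. The genes higher in aged HSCs at all 3 times numbered 82 (41.8%), and 17 (8.7%) were lower at all 3 times. An even split at each time would give 12.5% in each direction by chance, and the shares higher and lower seen at each time would give 31.5% and 3%. With the scaling recomputed within the table, the medians were -0.03, -0.04 and -0.02. Swapping the ages within each time in an exact two-sided permutation test gave p = 0.25, the smallest this design allows. The rotation test of the whole table gave an adjusted p of 0.0327 toward higher expression in aged HSCs, and 0.15 with the recomputed scaling.

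**Figure D1:**
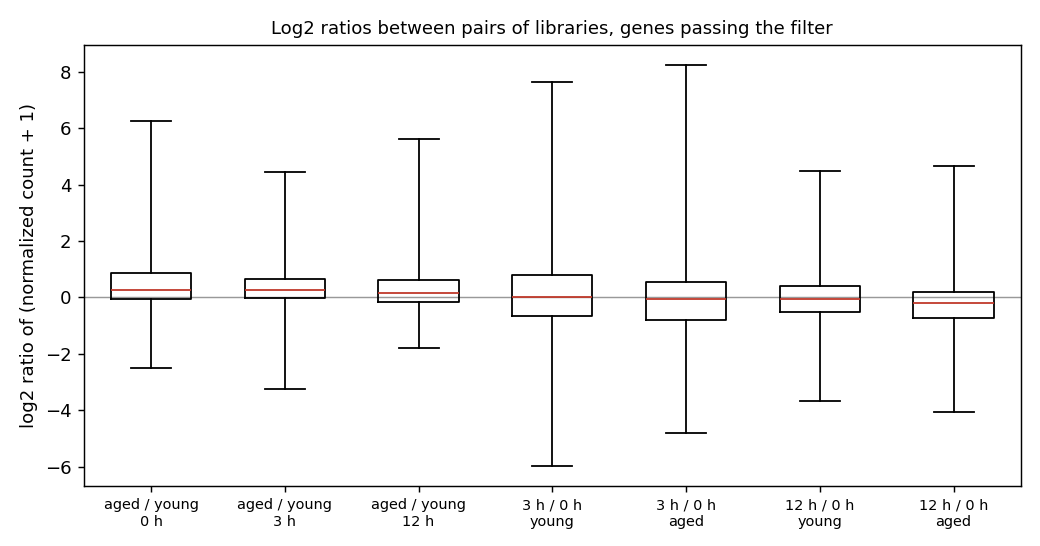
Box plots of log2 ratios of (normalized count + 1) between pairs of libraries over the 196 tested genes, with boxes from the 25th to the 75th percentile, the median as a red line and whiskers to the lowest and highest gene. The aged to young medians are 0.26, 0.26 and 0.16 at 0, 3 and 12 h, and the medians of the 3 h response are 0.01 in young and -0.05 in aged HSCs.

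Among the lists, that of genes the study found higher in aged unstimulated HSCs in separate libraries passed camera toward higher, though not every member was called. Of its 291 members, 19 were in the table. Of its 19 tested members, 11 were higher, 1 was lower and 7 were not called. Adjusted over the list alone, 14 were higher and 1 was lower. The median log2 fold change was 1.35 (camera adjusted p = 8.23e-05, and adjusted p = 0.41 with an estimated correlation). Emilin2 was the member that was lower. Of the 5 tested neuronal and synaptic genes, 2 were higher, the potassium channel gene Kcnb2 and the GABA receptor gene Gabra4 (camera adjusted p = 0.0503). Both also belong to the study's list of genes higher in aged HSCs, so the 2 results are not independent. The other tested members, Cntn1, Chrna7 and Cnr1, had means of 10.1, 10.3 and 10.2. They were just past the filter, with their highest counts in aged HSCs at 0 h. Of the 5 stromal, endothelial and epithelial genes, 3 were higher, namely Igfbp7, Sfrp1 and Tacstd2 (adjusted p = 0.101). None of the 37 tested genes linked only to inactive enhancer regions was called in limma, against 10 higher, 1 lower and 90 not called of those linked only to active enhancers, 3 higher of 36 linked only to primed enhancers and 3 higher of 13 linked only to promoters. The differences between these 4 lists were not tested. None of the 12 RNA processing genes was called, and their median log2 fold change was 0.00 (adjusted p = 0.0597). Of the platelet and megakaryocyte genes, Sdpr was higher among 4 tested (adjusted p = 0.101). Of 15 signalling regulators, 1 was higher, Ptprk (camera adjusted p = 0.854). Fry, which does not set a list against the other genes, passed toward higher for most lists, this one among them (adjusted p = 0.0293). It also passed for the whole table (0.0327). It did not pass for the RNA processing, transcription factor and interferon lists and the genes lower in aged unstimulated HSCs. The list of genes lower in aged unstimulated HSCs, taken from separate libraries, had 3 tested members, Rgs2, Dusp6 and Insig1. None was called (camera adjusted p = 0.46). The fit takes age over 0, 3 and 12 h, whereas both lists of the study come from unstimulated cells. At 0 h alone, the young to aged ratio was 5.62 for Rgs2 and 1.93 for Dusp6, while Insig1 was 1.34-fold higher in aged HSCs.

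The second comparison asked how the genes responded to cytokines. At 3 h, Bcl3, a nuclear cofactor of NF-kB (chromosome 7, 19808462 to 19822770), went from 550 to 9809 normalized counts in young and from 924 to 9725 in aged HSCs (3.77 ± 0.26 log2, limma adjusted p = 0.003). Rprm, a p53-induced cell cycle regulator (chromosome 2, 54084093 to 54085552), went from 122 to 4079 and from 300 to 4923. The repressor Prdm1, the metalloreductase Steap4 and the cell cycle inhibitor Cdkn2b had no read at 0 h in either age. By the floor of 3 reads, Steap4 was at least 75.1-fold higher at 3 h in young and at least 70.7-fold higher in aged HSCs. Prdm1 was at least 32.7-fold and 34.7-fold higher by this floor. Cdkn2b was at least 40-fold higher in young and at least 91.1-fold higher in aged HSCs by the same floor. Its exact 95% lower bounds were 31.9 and 73.7. Emilin2 rose by 3.90 ± 0.23 log2. In total, 31 genes rose and 34 fell at 3 h among 196 (limma, adjusted p under 0.05). The median log2 change was 1.87 in the 31 genes and -1.59 in the 34 genes, both also with genes at 0 set to their bound. Without single libraries, 6 to 24 genes rose and 3 to 22 fell. The fewest calls in both directions were made without the aged 3 h library.

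Pcca, a subunit of the mitochondrial propionyl-CoA carboxylase (chromosome 14, 122534324 to 122891100), fell by 2.54 ± 0.17 log2 at 3 h and was at 768 and 807 normalized counts at 12 h, against 773 and 887 at 0 h. Of 23 mitochondrial and metabolic genes, 6 fell, among them Pcca, Clybl and Aldh1a1, 1 rose, the glycolytic enzyme Pfkp, and 16 were not called. The list was lower than the rest of the table (camera adjusted p = 0.0485, and adjusted p = 0.717 with an estimated correlation). Of the 13 genes linked only to promoter regions, 7 fell and none rose (camera adjusted p = 0.0485, and adjusted p = 0.717 with an estimated correlation). Pcca, Clybl and Aldh1a1 belong to this list and to the metabolic list, so the results of these lists are not independent. Both calls were lost with genes of mean at least 50 (adjusted p = 0.0731 for each). Of 10 interferon and innate immune genes, 3 fell, including the nucleotide kinase Cmpk2 and the nucleic acid sensor Zbp1, and 1 rose, Bcl3 (camera adjusted p = 0.904). Of 17 transcription factors and cofactors, 6 rose, including Ahr, Prdm1, Nrip1 and Wwtr1, and 3 fell, including Nfia. Camera gave an adjusted p of 0.904 for this list, and fry an adjusted p of 0.0492 toward higher expression at 3 h. Of the 19 genes higher in aged HSCs, 6 fell at 3 h (Sdpr, Gabra4, Aldh1a1, Sfrp1, Tacstd2 and Tmem117) and 3 rose (Farp1, Pfkp and Wwtr1). In young HSCs, Gabra4 went from 4 reads to 0, and the counting interval of its ratio reached 1.84, so no fall was shown there.

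**Figure D2:**
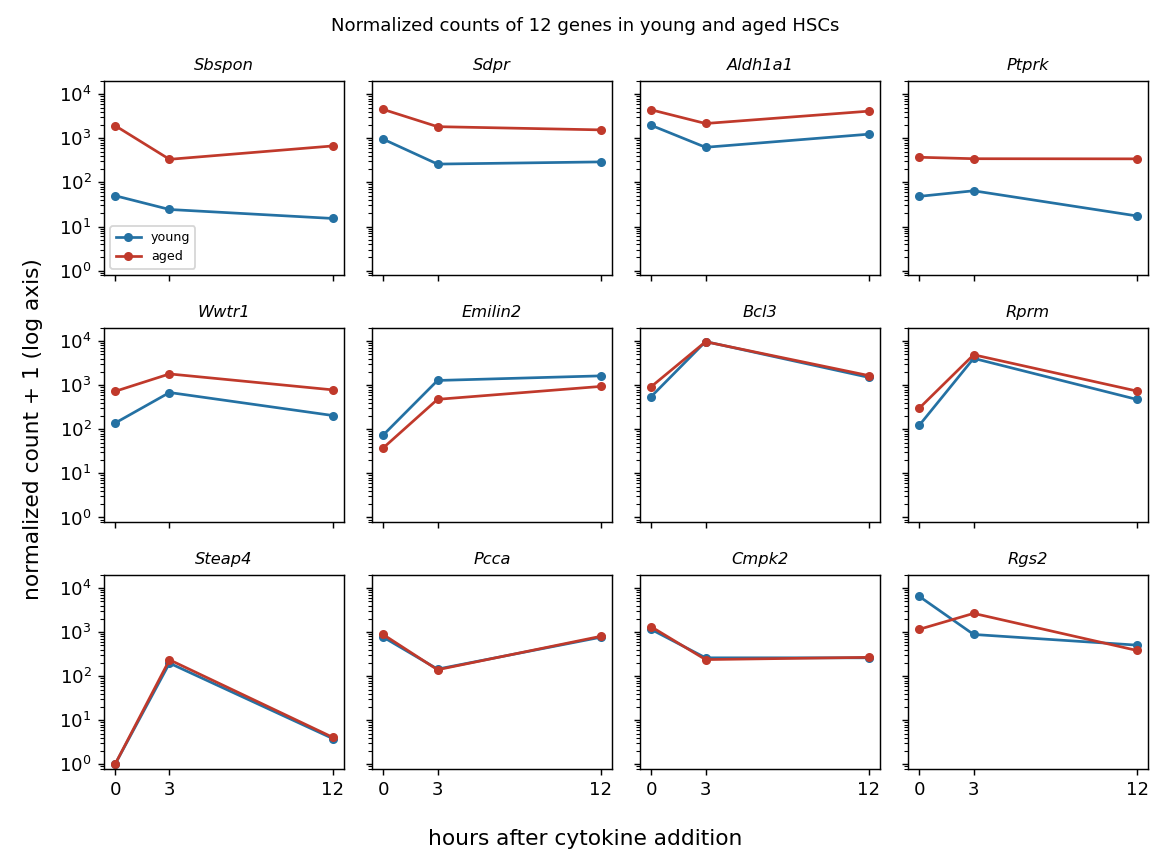
Normalized counts plus 1 on a log axis against hours after cytokine addition for 12 genes, with 1 library per point, young HSCs in blue and aged HSCs in red. Sbspon, Sdpr, Aldh1a1, Ptprk and Wwtr1 lie higher in aged HSCs at all 3 times, Emilin2 lies lower, and Bcl3 peaks at 3 h at 9809 and 9725 normalized counts.

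At 12 h, 3 genes were called higher than at 0 h (Emilin2, Prdm1 and Steap4) and 5 lower (Efnb2, Rfx8, Cmpk2, Rsad2 and Sdpr). The call of Steap4 rested on 4 reads in young and 3 in aged HSCs against none at 0 h, and its counting intervals, with lower bounds of 0.536 and 0.385 for the ratio, did not exclude an equal level. Emilin2 was higher by 4.56 ± 0.23 log2 (limma adjusted p = 0.008), at 1635 normalized counts in young and 941 in aged HSCs. The interferon-induced genes Cmpk2 and Rsad2 were lower at 12 h, Cmpk2 at 261 and 268 normalized counts against 1155 and 1329 at 0 h, and Rsad2 at 249 and 292 against 893 and 1116. Between 3 h and 12 h, 15 genes rose and 22 fell. Bcl3 was at 1506 and 1655 normalized counts at 12 h and Steap4 at 2.84 and 3.10. No list passed camera at 12 h, and none passed fry for one direction. Fry for change in either direction passed for most lists, such as genes linked only to active enhancers (adjusted p = 0.00153), as for the whole table (0.000274). It did not pass for the neuronal list, the stromal list and the genes lower in aged unstimulated HSCs. Without any single library of 0 h or 12 h, no gene was called at 12 h. Leaving out a library brought the calls between 3 h and 12 h to at most 3 that rose and 12 that fell.

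The third comparison asked whether the response differed between young and aged HSCs. The median log2 ratio of 3 h to 0 h was 0.01 in young (95% order-statistic interval -0.16 to 0.15) and -0.05 in aged HSCs (-0.20 to 0.07), while the means were 0.17 and 0.05. At least 2-fold higher at 3 h were 40 genes in young and 35 in aged HSCs, and at least 2-fold lower were 37 and 42. At 12 h the medians were -0.07 in young and -0.20 in aged HSCs, and the latter was -0.05 with the scaling recomputed within the table. The rotation test of the whole table did not pass for one direction at 3 h (adjusted p = 0.208) and passed for change in either direction (adjusted p = 0.000101). Across the 196 genes, which are not independent replicates, the 3 h response correlated between ages (Pearson's r 0.849, Spearman's rho 0.823). Of the 31 genes that rose at 3 h, 23 were higher in aged than in young HSCs at 3 h and 19 at 0 h, against 134 and 136 of all 196 genes. Their median response was 1.80 log2 in young and 1.91 log2 in aged HSCs, a difference that was not tested.

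**Figure D3:**
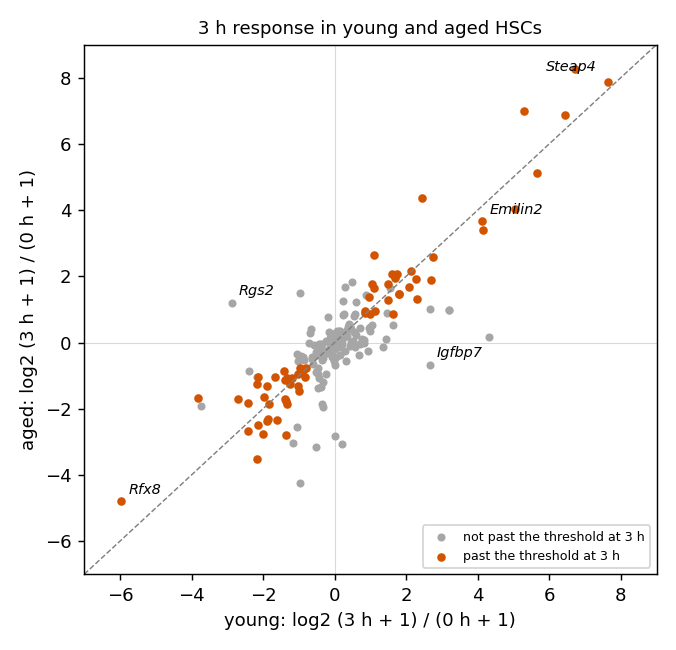
Log2 ratio of (3 h + 1) to (0 h + 1) normalized counts in aged HSCs against that in young HSCs, with 1 point per gene for 196 genes, orange where the gene passed the threshold at 3 h, and the dashed line marking equal responses. Rgs2 lies at -2.88 in young and 1.20 in aged HSCs, away from the line.

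The largest difference of the 3 h response between ages among genes of mean at least 50 was that of Rgs2, a regulator of G-protein signalling (chromosome 1, 143999338 to 144004161). It was at 6516 normalized counts in young HSCs at 0 h and 887 at 3 h, against 1160 and 2670 in aged HSCs. Dusp6, a phosphatase of ERK, was at 3267 and 621 in young and 1696 and 930 in aged HSCs. Bach2, Lrrn1, Cep162, Xkr5, Gm15663, Ccdc171, Arglu1 and Cdkn2b made up the rest of the 10 genes. Bach2, a transcriptional repressor, was at 24.5 and 236 in young and 110 and 219 in aged HSCs. None of these differences could be tested with 1 library per group.

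Of the markers of other blood cells, the lymphoid genes Rag2 and Il7r had means of 1.78 and 0.74 normalized counts. The myeloid gene Slamf8 was at 151 in young and 199 in aged HSCs at 0 h and fell at 3 h, and Cst7 had a mean of 10.5. The platelet and megakaryocyte genes Rgs18, F2rl3 and Sdpr had means of 5465, 1649 and 1577 normalized counts. The other members of that list in the table were low, with a mean of 15.5 for Dab2 and no read of Map3k7cl in any library. None of the erythroid or cytokine immediate response genes was among the 380 genes, so other cell types could be checked only through these few genes.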

Values the study reported

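The study linked 381 genes to the regions that were more open in aged HSCs. In its separate steady-state RNA-seq, 60 of these genes were upregulated in aged HSCs beyond the fold threshold the study set. It linked 103 genes to open regions with a STAT motif and 116 genes to open regions with an ATF motif.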

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

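The test of counting error and that of a stress response were chosen only after the result was seen. Among the named genes, 3 moved in opposite directions in young and aged HSCs at 3 h, each beyond its counting interval. With 1 library per group the difference itself was not tested.

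The aged minus young difference of the log2 3 h response was 4.08 for Rgs2, from a 3 h to 0 h ratio of 0.136 in young (95% counting interval 0.127 to 0.146) and 2.3 in aged HSCs (2.15 to 2.47). For Igfbp7 it was -3.32, but the young library had no read at 0 h and 5 at 3 h, so this value depends on the offset. For Traf3ip3 it was 0.47, with ratios of 0.894 and 1.24.

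The high level of Rgs2 and Dusp6 in young HSCs at 0 h was followed up. Counting error does not account for Rgs2, whose young to aged ratio at 0 h had a lower bound of 5.26, and for Dusp6 the lower bound was 1.81. A disturbance that raised many genes at least 2-fold in the young 0 h library alone is argued against only for the genes of this table. Of 167 genes with a mean of at least 50, 0.6% were that much higher there than in every other library, namely Rgs2 itself. Genes lowered in that library, smaller shifts and a disturbance shared with another library were not covered. Dusp6 itself, 1.93-fold higher in young than in aged HSCs at 0 h, falls short of the 2-fold criterion. All genes of the table lie nearest to regions more open in aged HSCs, so genes elsewhere could not be checked. A stress response of young cells to isolation cannot be told apart from age, because 0 of the immediate response genes that would show it are in the table. Age itself stays open and untested, and the study lists both genes as lower in aged unstimulated HSCs in separate libraries.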

How the results depend on the processing

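The voom fit and the medians without the study's list were chosen only after the data were seen. The planned edgeR and DESeq2 fits were not run, since too few low values were there to base a count model on the recovered reads. No paired analysis by replicate number was possible because the labels give none, and the ages were matched by time in the fit and in the permutation test. Of 919 values of named genes under all settings, 539 kept their direction and side of the threshold, 380 lost the call and none reversed. With no library or time point left out 391 of 481 were kept, and with one left out 148 of 438.

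For age (19 higher, 1 lower), an offset of 0.5 gave 11 and 0, no filter gave 0 and 0, the scaling recomputed within the table gave 4 and 0, no time covariate 0 and 0, the intensity trend 35 and 3, voom 34 and 3, and a mean of at least 50 gave 2 lower. Without the 0 h or the 12 h time point 0 and 0 were called, and without 3 h 8 and 0. At 3 h, no filter gave 22 lower. At 12 h (3 higher, 5 lower), an offset of 5 gave 6 and 9, no filter 1 and 0, a mean of at least 50 7 and 8, the trend 12 and 17, voom 10 and 19, and the recomputed scaling 2 lower. For 12 h against 3 h (15 higher, 22 lower), no filter gave 3 and 14, the trend 28 higher and voom 31 higher. Leaving out each library gave 0 to 8 higher and 0 to 0 lower for age, 6 to 24 and 3 to 22 at 3 h, 0 to 3 and 0 to 4 at 12 h, and 0 to 3 and 1 to 12 for 12 h against 3 h, each with 1 residual degree of freedom.

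The recomputed scaling moved the median aged to young ratios to -0.025, -0.037 and -0.021 by construction, and in aged HSCs the 12 h to 0 h median to -0.046 and the 12 h to 3 h median to -0.036. No filter moved the 12 h aged to young median to 0.075. The whole-table age test weakened to an adjusted p of 0.15 with the recomputed scaling. The causes of the other changes were not tested. Low reads limit genes such as Fgf12, Igfbp7 and Gabra4.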

Other observations

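The tests of sequencing depth, of the shift of the median and of the genes at least 2-fold apart were chosen only after the result was seen, and the criteria for the scaling offset, for the selection of genes and for cell loss were changed after their results were seen, as was the choice of splits set beside the genes at least 2-fold apart.

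For the larger number of genes higher in aged HSCs, deeper sequencing of aged libraries is argued against only as far as the authors' size factors follow depth. The aged library had the lower factor at 0 h (0.901 against 1.14) and at 12 h (0.968 against 1.41), and yet both medians were above 0. The intervals of these medians, the lesser lower end at 0.083, run over genes, which are not independent, within 1 pair of libraries. The medians also rest on the same size factors. With the scaling recomputed within the table, 23 genes were fitted at least 2-fold higher and 3 at least 2-fold lower, against 30 and 2 before, so an offset is argued against as the whole cause of that imbalance (share higher 88.5%, exact 95% interval 69.8% to 97.6%, over genes, which are not independent). The difference of 20 genes compares with 2 to 9 in the 3 other splits that keep both ages at each time. In the 6 splits that come down to 1 young and 1 aged library it was 13 to 18. Each of the 3 splits swaps the ages at 1 time, which cancels part of any lasting difference. A smaller number there follows whatever the cause, so this comparison does not bear on an offset. The 19 genes called higher, which were chosen by their calls, had a median log2 fold change of 1.65 (median SE 0.24) against 1.91 (median SE 0.241) before, and 16 of the 20 calls were lost at adjusted p from 0.0513 to 0.0906, of which 7 kept an unadjusted p below the highest called before, 0.00483, and were lost through the adjustment over the table, while the other 9 had a higher one. For the imbalance among the calls, of which 4 higher and 0 lower were left (exact 95% interval of the share higher 39.8% to 100%, although the bound set beforehand was met), and for the shift of the median, which the recomputed scaling itself brings to about 0 (-0.025 at 0 h), an offset cannot be told apart from a broad difference in these genes, because the table holds no other genes to scale by.

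Without the genes the study had already listed as higher in aged HSCs, the median at 0 h was 0.202 over 177 genes (0.141 to 0.315). The 10 splits of the libraries into 3 and 3 are too few for a share under 0.05. The real split called 20 genes, which no other split did, and the highest other split called 0. With time in the fit, only 3 of the other splits keep both ages at each time, and 6 come down to 1 pair of libraries. In all of them a lasting difference between ages adds to the error. Few calls there follow whatever the cause, so no conclusion is drawn from this comparison.

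Genes higher in aged HSCs at 0 h lost part of the difference at 3 h. The 39 genes at least 2-fold higher at 0 h had a median change of -0.77 log2 from 0 h to 3 h in the aged to young ratio. Selection of these genes on the 0 h libraries stays open. In the 28 genes at least 2-fold higher at 12 h, picked on other libraries, the median change was -0.532 (-1.50 to 0.265), an interval that holds both 0 and the loss seen in the first set. A uniform loss of cells that carried these genes cannot be told apart either, since no loss is established in this set. The interquartile range of the change, 1.91 log2, met the bound set beforehand but is a spread between single libraries. In the 17 of these genes with a mean of at least 50, the range was 1.122 log2. Its 95% bootstrap interval over genes, 0.533 to 2.13, holds that bound. An effect of age on the response stays open and untested.

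Emilin2 was lower in aged HSCs at all 3 times, with aged to young ratios of 0.504 (95% counting interval 0.326 to 0.763), 0.372 (0.336 to 0.413) and 0.576 (0.533 to 0.622), although the study lists it as higher in aged unstimulated HSCs in separate libraries. The median log2 ratio of 3 h to 0 h was near 0 in both ages, at 0.01 in young and -0.05 in aged HSCs, while 31 genes rose and 34 fell.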
